A study of Mus musculus with 3 samples. Its data were reported in "Effects of Dlx2 overexpression on the genes associated with the maxillary process in the early mouse embryo" (2023).

How the data were processed

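Bulk RNA-Seq was performed by the study on the maxillary process, the paired facial swelling that forms the upper jaw, dissected from C57BL/6 wild-type mouse embryos at embryonic day 10.5 (E10.5). Total RNA was prepared as 3 independent samples. Poly(A) RNA was selected with oligo-dT beads, libraries were made with the NEBNext Ultra RNA kit, and paired-end reads were generated on an Illumina HiSeq X instrument. The study aligned the reads to the mouse genome mm10 (GRCm38) with the STAR aligner. A gene count table was made for each library separately, without pooling. The names of the summary rows are those written by the program htseq-count. The version, the options and the annotation release of the counting step were not stated.

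The values deposited by the authors are raw counts, without normalization. Each of the 3 deposited files lists 55401 Ensembl mouse genes, each with 1 count, followed by 5 summary rows. The summary rows give the alignment records that the counting step placed outside any gene or found ambiguous between genes. They also give the records that had a low alignment quality, that were not aligned, and that aligned to more than one place. These rows name no gene and would normally be kept out of library sizes. Here they held 100% of the counts in every library, because every gene row was 0. Whether a record is a read pair or a single alignment was not stated, so a read with several alignments may have been counted more than once in the last row. Unmapped reads are usually left out of STAR output, so a value of 0 in the row for records that were not aligned gives no alignment rate.

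Samples were grouped from their titles, which name the stage, the wild-type genotype and the replicate number. All 3 samples belonged to 1 group. Libraries of the Dlx2-overexpressing genotype were not analysed here, so no comparison between genotypes was made. For each library, the total number of records, the number of unique records and the share of records aligned to more than one place were computed. Shares were given with 95% Wilson confidence intervals, and group values as mean ± SD. For a count of 0, the upper limit was set at 3 counts of the library's unique records. Intervals and limits cover counting error only, since PCR copies were not marked with molecular identifiers.

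Gene identifiers were matched to the GENCODE M21 annotation, which is on the same genome build, with and without their version number. Of the 55401 listed genes, 54349 matched with their version and 55141 (99.5%) matched without it. Another 260 genes were not in this annotation. In 792 matched genes the version in the files was higher than in GENCODE M21, and in 0 it was lower. Coordinates below are those of GENCODE M21 on GRCm38, counted from 1. Exons of each gene were merged across transcripts.

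Gene lists were fixed before the data were examined. They comprised 8 lists of genes that every cell uses (210 genes) and 24 lists of tissue markers, pathways and genes that the study discusses (419 distinct genes). All genes of the Dlx family and of the lists of study genes could be named in the text. From other lists, genes could be named if they were among the 3 most abundant or at 3 or fewer counts in every library, and from all genes the 5 most abundant and the 5 most variable were to be named. The rules on abundance and variability selected nothing, since all values were equal.

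The count models, the correlation between replicates, the dispersion, the test of variation beyond counting noise, the expression levels of single genes, the marker shares and the simulated detection limit had been planned. They were not run, since no gene had a count and CPM values were undefined. Alternatives were a detection minimum of 10 counts in place of 1, leaving out each library in turn, and a depth from unique records only, which was chosen after the data were seen. Scripts were tested on simulated data. After 200 of the 55401 gene rows were set above 0, all 200 were found in each library. Wilson intervals covered the true share in 956 of 1000 simulated shares. The simulated records were independent, so this checks the computation and not whether the records of a library are independent. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.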

Results

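The wild-type part of the bulk RNA-Seq comparison consisted of 3 libraries from the E10.5 maxillary process, named WT1, WT2 and WT3 after their replicate numbers. In the study, these libraries were the reference against which embryos with Dlx2 overexpression in neural crest-derived cells were compared. Since 1 genotype was analysed here, the data could be examined for the depth of the libraries, the agreement between replicates and the baseline level of the genes of interest.

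The libraries held similar numbers of alignment records. The deposited count tables accounted for 37597955 alignment records in WT1, 37072087 in WT2 and 38232821 in WT3. The mean was 37634288 ± 581219 records (SD, n = 3), which is a coefficient of variation of 1.54%. The highest total was 1.03 times the lowest. After records with more than one alignment were set aside, 35477642 unique records remained in WT1, 34952499 in WT2 and 36227903 in WT3, with a mean of 35552681 ± 641005 (SD, n = 3). The smallest difference in total records between 2 libraries was 525868, between WT1 and WT2, so the 3 files were not copies of one table. Whether the libraries differed beyond sampling noise gene by gene could not be tested without gene counts.

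None of these records was assigned to a gene. All 55401 gene rows were 0 in each of the 3 libraries, and the row for records ambiguous between genes was 0 as well. Every unique record was placed in the category outside any gene, which held 94.4% of all records in WT1, 94.3% in WT2 and 94.8% in WT3. The rows for low alignment quality and for records that were not aligned were also 0. A count of 0 allows a share of unique records in genes of up to 8.46e-06% in WT1, 8.58e-06% in WT2 and 8.28e-06% in WT3. These limits describe the deposited counts, and they give no limit on the expression of any gene. The category outside any gene likewise gives the outcome of the counting step, and not the position of the records in the genome.

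**Figure D1:**
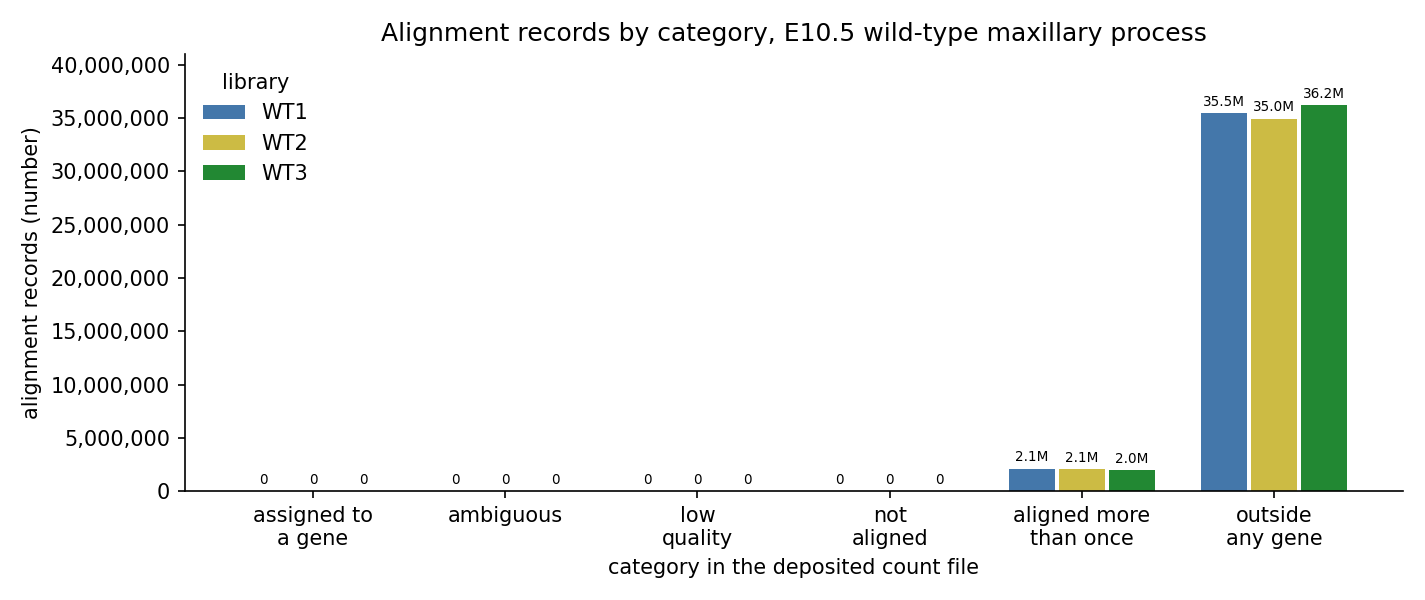
Number of alignment records (y axis, linear from 0) in each category of the deposited count tables (x axis) for the libraries WT1, WT2 and WT3 of the E10.5 wild-type maxillary process, with 1 bar per library. The category assigned to a gene is 0 in the 3 libraries. The category outside any gene, as set by the counting step, holds between 34952499 and 36227903 records per library.

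The remaining records aligned to more than one place. Their share of all records was 5.64% in WT1 (95% Wilson interval 5.63% to 5.65%), 5.72% in WT2 (5.71% to 5.72%) and 5.24% in WT3 (5.24% to 5.25%). The intervals did not overlap. WT3 was lower than WT1 by 0.395 percentage points and lower than WT2 by 0.474 percentage points, and WT2 was higher than WT1 by 0.0780 percentage points. The mean was 5.53% ± 0.254 (SD, n = 3). These differences compare 3 libraries of the same group and are part of the spread between replicates.

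Dlx2, the gene overexpressed in the study, was listed at 0 in the 3 libraries. It is gene ENSMUSG00000023391.8, a protein-coding gene on the reverse strand of chromosome 2, from 71543408 to 71546754 in GRCm38. Its transcripts cover 3 merged exons with 2855 exonic bases, and none of these bases is shared with an exon of another gene. The other 5 members of the Dlx family, Dlx1, Dlx3, Dlx4, Dlx5 and Dlx6, were also listed at 0. Hence the wild-type level of Dlx2 and its ratio to the other Dlx genes could not be obtained from the counts.

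The study discusses Runx2 and Mnt in connection with the binding sites of DLX2, and Zeb2 and Rora as osteogenic genes among its putative targets. Runx2 (chromosome 17, 44495987 to 44814797, reverse strand), Mnt (chromosome 11, 74830920 to 74845725, forward strand), Zeb2 (chromosome 2, 44983632 to 45117395, reverse strand) and Rora (chromosome 9, 68653786 to 69388246, forward strand) were each listed at 0 in WT1, WT2 and WT3. The same was found for the 21 genes of the Notch pathway list, the 20 genes of the ossification list, the 38 genes of the axon guidance list and the 45 genes of the list for processing of non-coding RNA. Among the 419 genes on the tissue, pathway and study lists, 418 were present in the files, and all 418 were at 0 in every library.

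Genes that every cell uses were examined in order to separate a low level of expression from a failure of the counting step. The 210 genes on these lists, which include 79 ribosomal protein genes, 31 proteasome genes and 12 subunits of RNA polymerase II, were all present in the files. All 210 were at 0 in every library. The 37 genes of the mitochondrial chromosome were at 0 too. A test of the floor against overlap with another gene was not possible because no gene lay above the floor. The zeros therefore carry no information on whether a gene was expressed in the maxillary process.

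The correlation between replicates, the dispersion between replicates and the number of genes that vary beyond counting noise require gene counts above 0. None of them was defined for these tables. The replicates could be compared only by their totals and by the share of records aligned to more than one place, as given above. The study described its replicates as highly correlated within each genotype, which could not be examined here.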

Values the study reported

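The study reported 6230 genes with significant expression changes between the Dlx2-overexpressing and the wild-type maxillary process at E10.5. It reported 2192 genes as upregulated and 1762 genes as downregulated. Together these do not account for all 6230 genes, and the text of the study gives no reason.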

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

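The choices in this part were made before the data were examined, except for the depth from unique records, the alternatives for the share of records with more than one alignment and the reading of an unclear gene label. Of 16 alternative values for 5 results, 15 were unchanged, moved by less than the SD between libraries or kept their side of the test. The exception was the mean depth from unique records only, given below, which moved by more than the SD. Among the 15 was the share of marked genes with same-strand overlap, described below. It was 80% in place of 84.2% with the unclear label taken as Atp6v0c. The number of gene rows with a count was 0 with a minimum of 1 or of 10 counts, and 0 in each of the 3 sets that left out one library. The number of ubiquitous genes at the floor was 210 with 3 or fewer counts or with exactly 0 counts, and 210 whichever library was left out. A result that is 0 in every file cannot change under such settings, so these values say nothing about the stability of expression.

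The mean depth was 35552681 records when only unique records were taken, in place of 37634288, because the alternative leaves out records with more than one alignment. It ranged from 37335021 to 37915388 records when one library was left out. The mean share of records aligned to more than one place ranged from 5.44% to 5.68% when one library was left out. Without WT3 the SD of this share was 0.0552 percentage points in place of 0.254, so WT3 accounts for most of the spread between the libraries.

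Other settings fixed in advance gave no value. A minimum of 1 CPM could not be applied, since the gene counts sum to 0. The alternatives of normalization, filter, pseudocount, gene length, list statistic and count model were not run for the same reason. No paired analysis was possible because the libraries form 1 group. The depth of about 37634288 records per library was not what limits these tables.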

Other observations

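The tests in this part were chosen after the zeros had been seen. The overlap test on the marked genes was also chosen after the positions of those genes had been looked up.

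Every gene row was 0 although each library held at least 34952499 unique alignments, and several explanations can be weighed against the tables. Reads spread at random over the genome, as from genomic DNA, would have reached exons. Exons of the listed genes cover 4.69% of the annotated span, so about 1640361 records would be expected on exons in the smallest library, against 0 counted. Annotation coordinates shifted by a constant number of bases would also have caught some reads. After shifts of 1000000, 5000000 and 10000000 bases, 5.20% to 6.69% of exonic bases still fell on an exon. Only constant shifts were tried, so the coordinates of another build were not simulated. Counting on the wrong strand would have placed reads of ubiquitous genes in the genes opposite them, but the 66 genes with exons opposite a ubiquitous gene were all at 0. Ambiguity between overlapping genes would have left the 43552 genes without any overlap with their counts, and these were at 0 while the ambiguous row was 0 too. Low alignment quality would have filled its own row, which held 0 records. These values argue against each of these 5 explanations as the whole cause.

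A candidate explanation that stays open is that chromosome names differed between the alignments and the annotation, for example with and without the prefix chr. It predicts that no gene on any chromosome has a count, and genes of all 22 chromosomes with listed genes were at 0, the mitochondrial chromosome included. This outcome was known before the test. The alignments and the annotation used for counting were not analysed here, so this explanation and any other that separates all alignments from all genes cannot be told apart. The 86 genes that GENCODE M21 places on unlocalized or unplaced scaffolds are not among the listed genes, so scaffolds offered no further check. No biological explanation was tested, because the design gives 1 group and genes that every cell uses were also at 0.

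The number of genes that differ between the genotypes, quoted above, could not be recomputed, and these tables neither support nor contradict it. The count tables behind that comparison were not analysed here, and they cannot have been these tables, in which no gene has a count.

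A further observation concerns the annotation alone. Genes marked by name in the study's plot of the genotype comparison had been read by eye from a picture of it and put on a list before the data were examined. Atp5o was left out afterwards because the label had been misread, and the label is probably Atp6v0c. Of the 19 protein-coding genes on that list, 16 (84.2%) share exonic bases with another gene on the same strand in GENCODE M21. Any shared base was taken as overlap, and the shared part differed widely between these genes. It ranged from 164 of 7059 exonic bases in Cfap43 to 2786 of 3036 in Chtf8, and was 3923 of 5541 in Ptp4a1. Among 207 ubiquitous genes outside the list, 38 (18.4%) did so (Fisher's exact test, two-sided, p = 9.06e-09), and among 21878 other protein-coding genes 1734 (7.93%) did so (Fisher's exact test, p = 2e-15). With overlap on either strand the values were 17 of 19 genes against 85 of 207 ubiquitous genes (41.1%, Fisher's exact test, two-sided, p = 4.48e-05). Atp6v0c shares 0 exonic bases with another gene, and with it on the list the same-strand value was 16 of 20 genes (80%; Fisher's exact test against the ubiquitous genes, two-sided, p = 3.5e-08). The test was chosen after the positions of the marked genes had been looked up. Its p-values therefore only describe the overlap in the annotation, and they do not test the hypothesis below. Genes are not independent replicates, and the annotation release used in the study was not stated. The deposited counts list 260 genes that are not in GENCODE M21, so they were made with another release than the one used for the overlap. A hypothesis is that reads over exons shared by overlapping genes may have been assigned differently in the libraries of the genotypes, for example through a different annotation or counting option. Without gene counts for either genotype, this cannot be told apart from an effect of Dlx2 on these genes. A recount of the libraries of both genotypes with the same annotation and options would test it.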
